A study of Homo sapiens with 18 samples.

How the data were processed

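RNA was measured by bulk RNA sequencing in 18 frozen human neuroblastoma samples. Neuroblastoma is a childhood tumour of the sympathetic nervous system that often starts in the adrenal gland. Per the labels, 10 samples came from primary adrenal tumours and 8 from metastases in lymph nodes or the chest wall. The labels do not say which of these sites each metastasis came from. The samples came from 16 donors, and 2 donors gave a sample to each group. Total RNA was extracted with TRIZOL and column purification and was sequenced on an Illumina NovaSeq instrument, per the labels' protocols.

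The values were deposited by the authors as FPKM (fragments scaled by transcript length and by the fragments in the library), in a table with 26255 rows named by gene symbol and a column for each sample. The name of the table gives the human genome build hg19. The aligner, the counting tool, the gene annotation and any filter were not stated. Since the rows carry no coordinates and the annotation of that build was not used here, genes are identified by symbol alone. In the table, 28 rows carried calendar dates in place of gene symbols, and 2 of these names stood on a pair of rows each. None of the columns was left without a sample: 0 columns were unmapped.

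FPKM values do not give read totals. The value that 1 read is worth in a low gene is a step that depends on the gene's length and the sample's depth, so log2 ratios between libraries pile up at the ratio of their depths. The share of ratios in the fullest window of 0.01 log2 units was computed for each pair of libraries, over genes between 0.005 and 0.3 FPKM in both. This share separated the libraries into a pair of sets with 9 libraries each. It was 7.52% to 16.3% in the 72 pairs within a set and 1.03% to 2.26% in the 81 pairs across sets, so the length or count behind the step differed between the sets. Set 1 held 4 primary tumours (1, 2, 8 and 9) and 5 metastases (1 to 5). Set 2 held 6 primary tumours (3, 4, 5, 6, 7 and 10) and 3 metastases (6, 7 and 8). Group and set were not associated in a 2-sided Fisher's exact test (p = 0.637). Depth relative to the first library of the set ran from 0.723 to 1.34 in set 1 and from 0.873 to 1.36 in set 2. Absolute depth, and relative depth across sets, stayed unknown, so no confidence interval from counts was given. No pair of libraries shared more than 0.0106% of its non-zero values, so all 18 were taken as separate samples.

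The order of the rows was checked as well. The symbols and the values of set 1 stood in a plain alphabetical order, whereas the values of set 2 matched an order that ignores hyphens. At 1418 rows (5.40%) the 2 orders place different genes, 884 of them with names that start with LINC. The values of set 2 at these rows belonged to other genes than the row name says. The main results used the table as deposited. All 271 genes of the gene lists and the 12 named genes stood outside these rows (0 list genes and 0 named genes at rows out of order). Of the 14154 genes that entered the gene-wise test, 357 stood at such rows. Results with the set 2 values placed in the other order are given in the closing section for the genes, the spread and the donor pairs; the list scores do not use these rows.

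Genes with an FPKM of 1 or more in at least 8 samples were kept, which left 14154 genes. Metastases were compared with primary tumours by limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1), with lmFit and eBayes with a mean-variance trend, group as the only term and Benjamini-Hochberg adjustment over the genes kept. The threshold was an adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. On simulated data with the same means and spread, in which 200 of 14154 genes were changed, the fit recovered 18% of genes changed by 1 log2 unit, 76% at 2, 92% at 3 and 98% at 4 (50 genes each). It made 152 calls, of which 10 (6.58%) were false.

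A total of 21 gene lists with 271 different genes described tumour states and cell types of the adrenal gland, lymph node and chest wall: adrenergic transcription factors, mesenchymal transcription factors, catecholamine and chromaffin genes, neuronal differentiation, proliferation, MYC and MYCN targets, T cell, B cell, plasma cell, myeloid, lymph node stroma, endothelial, fibroblast, Schwann cell, adrenal cortex, skeletal muscle, adipocyte, red blood cell, antigen presentation, hypoxia and immediate early response. No gene stood in more than 1 list. The score of a sample was the mean log2(FPKM + 1) over a list, which is a score of these genes and not a cell count. Group differences were tested by 2-sided exact permutation over all 43758 splits of the samples into 10 and 8, with Benjamini-Hochberg adjustment over the 21 lists. On 200 simulated scores this test, at an unadjusted p under 0.05, called 5.5% without a shift. It called 98.5% with a shift of 2.02, against a standard deviation of 1.01. That shift is larger than any list difference found over all samples, the largest being -1.37 (Schwann cell). Recovery of smaller shifts, or after adjustment over the 21 lists, was not simulated. The same test served for the adrenergic minus mesenchymal score, for components 1 to 4 of a principal component analysis (adjusted over the 4), and for the mean distance of a sample to its group mean. Within library sets, scores were centred on the set and the 10584 splits that keep the group sizes of each set were used. Set 1 alone allows 126 splits and set 2 alone 84.

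Relations between list scores were given as Pearson's r and Spearman's rho with permutation p-values (100000 resamples, or all orders for fewer than 10 samples). A total of 4 relations, each over all samples and within each group, made 12 tests, adjusted together. Each was recomputed without the 2 samples farthest from the median of the first score. Computations other than limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

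Before the data were examined, the samples' groups, the tests, the lists, most alternatives and the rule for naming genes were fixed. That rule named HAND2, GATA3, ISL1, MYCN, PRRX1 and VIM, 2 genes that are not reported here, further genes past the threshold, and, if none passed, the 3 genes with the smallest p in each direction. The alternatives were a pseudocount of 0.1, upper quartile scaling, TPM scaling to 1000000 per sample, quantile normalization, one sample per donor, leaving out each sample in turn, other filters and thresholds, the donor as replicate block, sample weights, robust eBayes, a rank-sum test, a T and B cell covariate, other list scores, fry, and the 2000 most variable genes. Alternatives with the library sets or the reordered rows were chosen after seeing the data. The scalings moved the median log2 difference between groups over all genes kept from -0.071 as deposited to 0.0076 (upper quartile), -0.14 (TPM) and -0.022 (quantile). The donor pairing was checked on the 2 donors with a sample in each group, whose samples share an identifier in the labels.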

Results

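The table held FPKM values of 10 primary adrenal neuroblastomas and 8 metastases, each a separate bulk RNA library. The FPKM sum per library was 303917 ± 51532 (SD, n = 10) in primary tumours and 315056 ± 47650 (SD, n = 8) in metastases. A mean of 13659 ± 423 genes (SD, n = 10) reached 1 FPKM in primary tumours, against 13624 ± 631 (SD, n = 8) in metastases. Read totals are unknown. Within the library sets, relative depth spanned 0.723 to 1.34 in set 1 and 0.873 to 1.36 in set 2. Metastases 1 and 5 were the lowest of set 1, at 0.723 each, and the next was primary tumour 1, at 1. Metastases 1 and 5 also had the most rows at 0 (9593 and 9923, against at most 8685 in the other libraries). The row MIR6087 took 15.3% and 20.9% of the FPKM sum in metastases 2 and 3, which lowers all other values of these libraries after TPM scaling. The median rank correlation of a library with the others was 0.875 to 0.913 in 17 libraries and 0.802 in metastasis 1.

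The 9 libraries of set 1 and the 9 of set 2 disagreed at rows whose place depends on how hyphens are sorted. On the scale of log2(FPKM + 0.05), which gives low values more weight than log2(FPKM + 1), the mean absolute difference between the set means at these 1418 rows was 1.98 log2 units, against 0.55 at the other 24837 rows. It was 0.48 after the set 2 values were placed in the order that ignores hyphens, and the correlation of the set means across these rows rose from 0.347 to 0.962. Genes are not independent replicates, so these correlations describe the table. As examples chosen after their values were seen, the row LINC00657 read 47.1 to 203 FPKM in set 1 and 0 to 0.196 in set 2 as deposited, and 32.4 to 122 in set 2 after reordering. The row USP22 read 30.4 to 173 FPKM in set 1 and 3.44 to 12.6 in set 2, and 36.7 to 180 in set 2 after reordering. No gene named in the comparisons between groups stood at such a row.

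**Figure D1:**
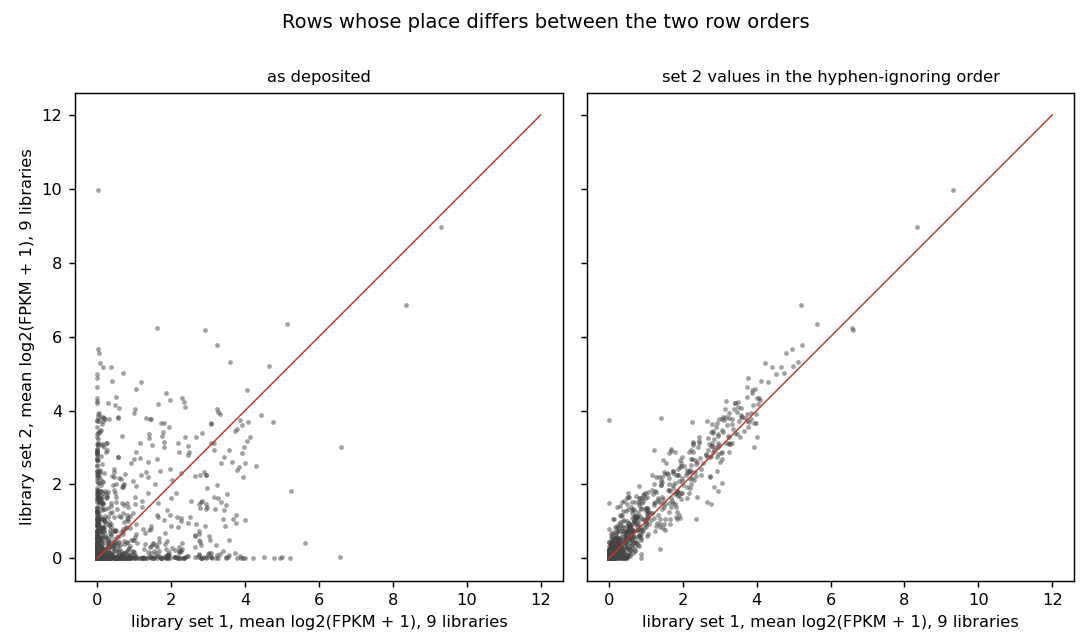
Mean log2(FPKM + 1) of each of the 1418 rows whose place differs between the row orders, library set 1 (x axis, 9 libraries) against library set 2 (y axis, 9 libraries), as deposited (left) and with the set 2 values reordered (right); the red line marks equal values. The rows scatter along both axes on the left (r = 0.339 on this scale) and along the line on the right (r = 0.963).

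The first comparison asked which genes differ in expression between metastases and primary adrenal tumours. In the limma fit, 0 of 14154 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.23. At an unadjusted p under 0.05 there were 1303 genes, 445 higher (34.2%) and 858 lower in metastases. The scaling moved this split: 727 of 1347 genes (54.0%) were higher after upper quartile scaling 598 of 1341 (44.6%) after quantile normalization and 380 of 1387 (27.4%) after TPM scaling. Of the 271 list genes, 214 entered the test. Among them 0 passed when adjusted over the list alone (smallest adjusted p 0.211), and 26 had an unadjusted p under 0.05. With library set as a covariate, 0 genes passed and 1306 had an unadjusted p under 0.05. Set 1 alone gave 0 and 1080, of which 345 were higher (31.9%), and set 2 alone 0 and 712, of which 469 were higher (65.9%). Most of the set 1 genes were thus lower and most of the set 2 genes higher, and whether the sets differ was not tested. The alternative that moved this result most was sample weighting, under which 14 genes passed (2 higher and 12 lower), among them GFRA3, SSBP2 and RBP4 with a limma adjusted p of 0.0476 each.

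Since no gene passed, the 3 genes with the smallest p in each direction were examined, none past the adjusted threshold in the limma fit. GFRA3 had 93.9 ± 82.5 FPKM (SD, n = 10) in primary tumours and 14.7 ± 27 (SD, n = 8) in metastases, a log2 fold change of -3.35 (SE 0.65, limma adjusted p 0.23). It was below all primary tumours in 7 of 8 metastases; metastasis 7 had 81.1 FPKM. The log2 fold change was -3.21 in set 1 and -2.75 in set 2. Leaving out metastasis 7 gave -3.86, with a limma adjusted p of 0.0114, and leaving out the metastases of the 2 donors with a sample in each group gave -3.47, with 0.0177. With 1 sample left out at a time, the log2 fold change ran from -3.86 to -2.95 and the limma adjusted p from 0.0114 to 0.532. LRRTM4 fell from 10.7 ± 9.05 FPKM (SD, n = 10) to 0.911 ± 0.824 (SD, n = 8), with a log2 fold change of -2.34 (SE 0.43, limma adjusted p 0.23). All 8 metastases were below the primary mean on the log2 scale. Without primary tumour 2 it was -2.60, with a limma adjusted p of 0.0117. Leaving out other single samples gave values up to -2.12 and limma adjusted p-values up to 0.532. SSBP2 was 19.4 ± 9.05 FPKM (SD, n = 10) in primary tumours and 6.45 ± 2.03 (SD, n = 8) in metastases, and every metastasis lay below every primary tumour (log2 fold change -1.37, SE 0.27, limma adjusted p 0.23). ARHGAP29 was higher in metastases, at 8.20 ± 5.53 FPKM (SD, n = 8) against 2.14 ± 0.767 (SD, n = 10), with a log2 fold change of 1.38 (SE 0.29, limma adjusted p 0.23). It exceeded all primary tumours in 7 of 8 metastases. RBP4 measured 5.63 ± 6.82 FPKM (SD, n = 8) in metastases and 0.313 ± 0.743 (SD, n = 10) in primary tumours (log2 fold change 1.96, limma adjusted p 0.23). NPR1 measured 7.22 ± 5.73 FPKM (SD, n = 8) and 1.42 ± 0.872 (SD, n = 10), with a log2 fold change of 1.52 (limma adjusted p 0.386). These 6 genes kept their direction in both library sets. Since they were chosen for the smallest p over the same samples, this is not independent support.

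**Figure D2:**
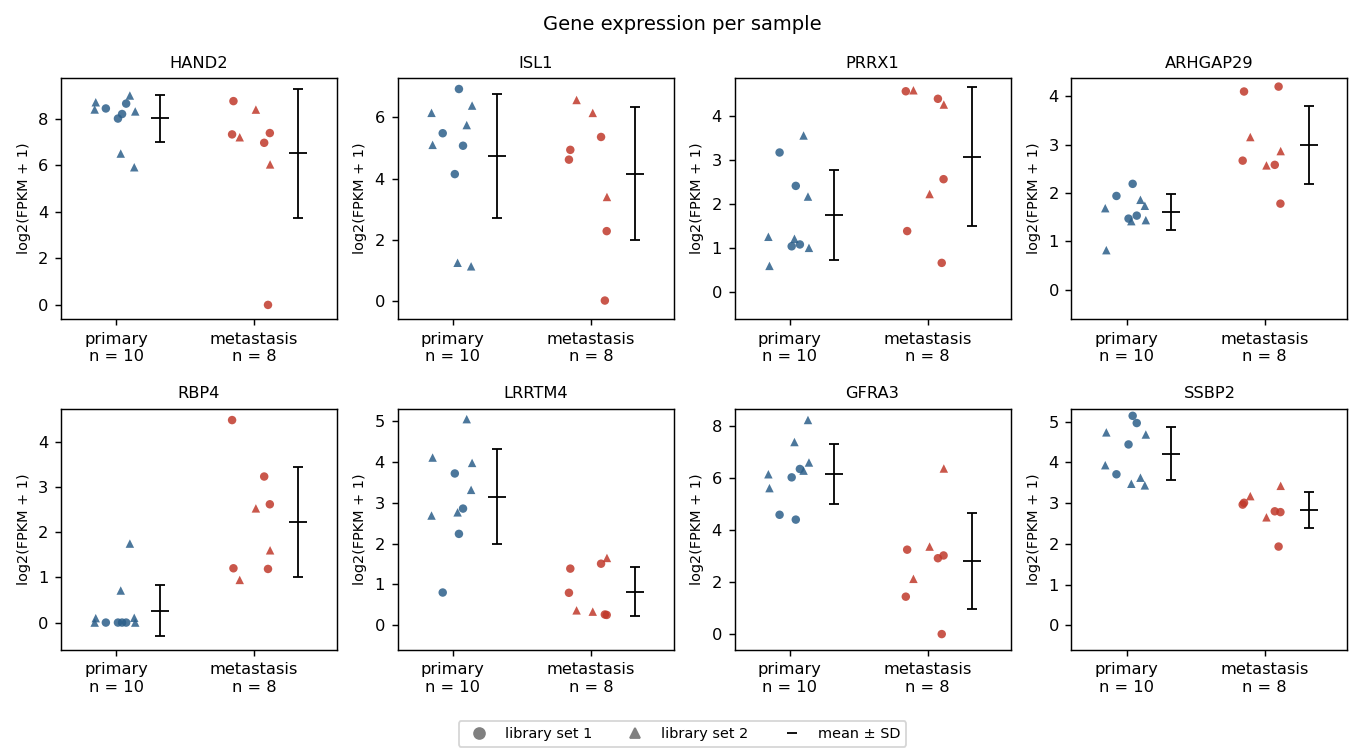
Expression of 8 genes as log2(FPKM + 1) (y axis) in each primary tumour (blue, n = 10) and each metastasis (red, n = 8), with circles for library set 1 and triangles for library set 2; black bars give the group mean ± SD. SSBP2 is lower in every metastasis than in every primary tumour, and metastasis 1 is the lowest point for HAND2 (0 FPKM) and ISL1 (0 FPKM).

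None of the genes chosen for neuroblastoma identity and for the mesenchymal state reported here passed the threshold of the limma fit. HAND2, a transcription factor of sympathetic neurons, had 304 ± 140 FPKM (SD, n = 10) in primary tumours and 179 ± 141 (SD, n = 8) in metastases, with a log2 fold change of -1.51 (limma adjusted p 0.594). Metastasis 1 weighed on this value: without it the log2 fold change was -0.58. ISL1 had a log2 fold change of -0.58 (limma adjusted p 0.859), 0.020 without metastasis 1 and -0.98 without primary tumour 6. GATA3 had 83.0 ± 53.1 FPKM (SD, n = 10) in primary tumours and 79.4 ± 42.5 (SD, n = 8) in metastases (log2 fold change 0.17, limma adjusted p 0.948). The change was -0.22 without primary tumour 6 and 0.47 without metastasis 7. It was 0.035 without metastasis 1, which had the highest GATA3 of the metastases (124 FPKM). MYCN ranged from 1.29 to 429 FPKM in primary tumours and from 0.374 to 402 in metastases (log2 fold change 0.58, limma adjusted p 0.889); single samples moved this value between 0.026 and 1.2, lowest without metastasis 5 and highest without metastasis 1. PRRX1 had 3.29 ± 3.47 FPKM (SD, n = 10) and 11.8 ± 9.87 (SD, n = 8), a log2 fold change of 1.33 (limma adjusted p 0.508). VIM had a log2 fold change of 0.46 (limma adjusted p 0.825), between 0.26 without primary tumour 3 and 0.73 without primary tumour 7.

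The gene lists asked whether tumour states or cell types differ between the groups. None of the 21 scores passed an adjusted p under 0.05 in the exact permutation test (smallest adjusted p 0.296), and 2 had an unadjusted p under 0.05. The hypoxia score was 3.03 ± 0.298 (SD, n = 10) in primary tumours and 3.66 ± 0.730 (SD, n = 8) in metastases, a difference of 0.63, with 7 of 8 metastases above the primary mean (exact permutation p 0.0214, adjusted 0.296). Without metastasis 3 the difference was 0.80 and the adjusted exact permutation p 0.0259, the largest effect of any alternative on the calls of this family. Without metastasis 1 the difference was 0.50 (exact permutation p 0.0481, adjusted 0.337). The lowest difference with 1 sample left out was 0.48, and the highest adjusted exact permutation p was 0.522. The adipocyte score was 0.864 ± 0.457 (SD, n = 10) and 1.55 ± 0.757 (SD, n = 8), a difference of 0.69, with 6 of 8 metastases above the primary mean (exact permutation p 0.0322, adjusted 0.296). Centred on library sets, the differences were 0.67 for hypoxia and 0.76 for adipocyte (exact permutation p 0.0214 and 0.0226, adjusted 0.182 for both). Hypoxia differed by 0.59 in set 1 and 0.76 in set 2, and adipocyte by 0.61 and 0.92. Within sets, 5 lists had an unadjusted p under 0.05 and 0 an adjusted one.

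The adrenergic transcription factor score, which describes the sympathetic-like state of neuroblastoma cells, was 4.41 ± 1.2 (SD, n = 10) in primary tumours and 4.01 ± 1.31 (SD, n = 8) in metastases (difference -0.40, exact permutation p 0.507, adjusted 0.659). The difference was -0.044 without metastasis 1, -0.68 without primary tumour 6, -0.62 without primary tumour 7 and -0.66 without metastasis 4. The mesenchymal transcription factor score was 2.17 ± 0.718 (SD, n = 10) and 2.77 ± 0.435 (SD, n = 8), a difference of 0.60 with 8 of 8 metastases above the primary mean (exact permutation p 0.0563, adjusted 0.296), and 0.74 in set 1 and 0.61 in set 2. The adrenergic minus mesenchymal score was 2.24 ± 1.78 (SD, n = 10) in primary tumours and 1.24 ± 1.48 (SD, n = 8) in metastases. The difference of -1.0, lower in 6 of 8 metastases than the primary mean, was within the spread between samples (exact permutation p 0.219). It was -1.16 within library sets (exact permutation p 0.174), -1.86 in set 1 and -0.38 in set 2, and -0.62 without metastasis 1. Without primary tumour 6 it was -1.42, with an exact permutation p of 0.04998, just under the threshold. The smallest exact permutation p that set 1 allows is 0.00794, and 0.0119 for set 2.

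Among the other lists, scores were higher in metastases for endothelial (0.63), red blood cell (0.76), immediate early response (0.61), fibroblast (0.55), plasma cell (0.37), lymph node stroma (0.37), B cell (0.34), adrenal cortex (0.24), MYC and MYCN targets (0.20) and skeletal muscle (0.078). They were lower for Schwann cell (-1.37), neuronal differentiation (-0.99), catecholamine and chromaffin genes (-0.88), myeloid (-0.57), proliferation (-0.35), T cell (-0.25) and antigen presentation (-0.063). Their adjusted exact permutation p-values ran from 0.296 (endothelial) to 0.865 (antigen presentation). Some of these values rested on 1 library: without metastasis 7 the B cell difference was -0.24 and that of lymph node stroma -0.073, without metastasis 8 that of adrenal cortex was 0.048, and without metastasis 1 that of neuronal differentiation was -0.43 and that of catecholamine and chromaffin genes -0.45. Leaving out 1 library moved proliferation between -0.075 (primary tumour 1) and -0.74 (metastasis 5), and T cell between -0.064 (metastasis 5) and -0.66 (metastasis 7). Antigen presentation moved between -0.29 (metastasis 7) and 0.12 (metastasis 5), fibroblast between 0.27 (metastasis 2) and 0.84 (metastasis 1), and red blood cell between 0.49 (metastasis 2) and 1.19 (primary tumour 5). MYC and MYCN targets moved between 0.035 (metastasis 6) and 0.31 (metastasis 4), and skeletal muscle between 0.025 (metastasis 7) and 0.13 (primary tumour 5). Plasma cell fell to 0.14 without metastasis 7, and immediate early response to 0.39 without primary tumour 10. Their highest values with 1 library left out were 0.54 and 0.87. Myeloid was -0.22 without metastasis 1 and -0.86 without metastasis 7.

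**Figure D3:**
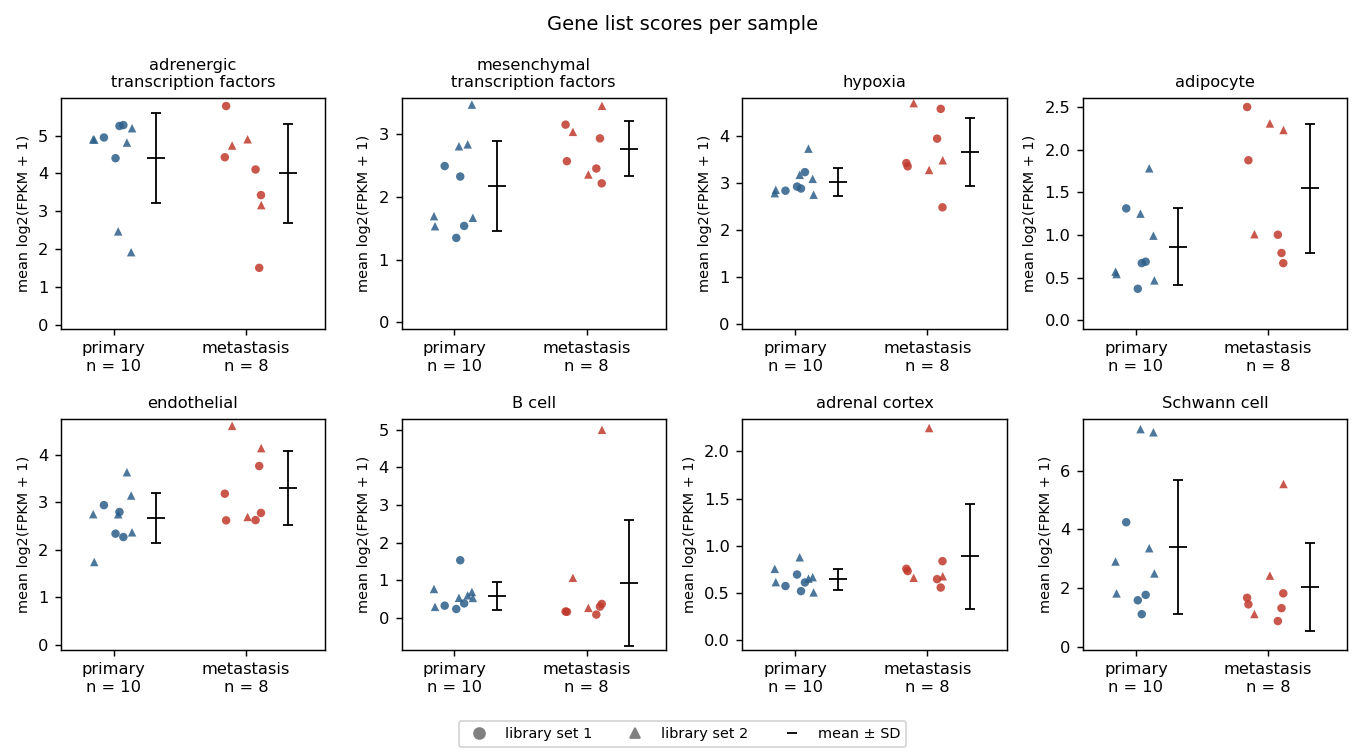
Scores of 8 gene lists, each the mean log2(FPKM + 1) over the list (y axis), in each primary tumour (blue, n = 10) and each metastasis (red, n = 8); circles are library set 1, triangles library set 2, and black bars the group mean ± SD. Metastasis 7 stands apart in the B cell score (5.00), metastasis 8 in the adrenal cortex score (2.25), and primary tumours 6 and 7 in the Schwann cell score (7.30 and 7.41).

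Principal components asked whether the site of the tumour is a main axis of variation. Components 1 to 4 held 27.7%, 18.9%, 10.2% and 8.21% of the variance, and none separated the groups at an adjusted p under 0.05. The group difference was 0.33 SD on component 1 (exact permutation p 0.501, adjusted 0.905) and 1.0 SD on component 2 (exact permutation p 0.0295, adjusted 0.118). On components 3 and 4 it was 0.21 and 0.053 SD (exact permutation p 0.679 and 0.911). Single libraries moved component 1 between 0.010 (metastasis 1) and 0.84 (primary tumour 6), component 3 between -0.062 (metastasis 6) and 0.55 (primary tumour 1), and component 4 between -0.40 (metastasis 8) and 0.33 (metastasis 3). Component 2 differed more between library sets, set 2 being 1.53 SD below set 1 (difference -1.53, exact permutation p 1.23e-04). With scores centred on the sets, its group difference was 0.69 SD (exact permutation p 0.0180, adjusted 0.0722), which did not pass the threshold. Without metastasis 8 the group difference on component 2 was 1.24 SD with an adjusted exact permutation p of 0.0257. Leaving out other single libraries gave differences down to 0.77 SD and adjusted exact permutation p-values up to 0.335. Metastasis 1 had the highest score on component 2, 2.38 against a highest value of 1.39 elsewhere.

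**Figure D4:**
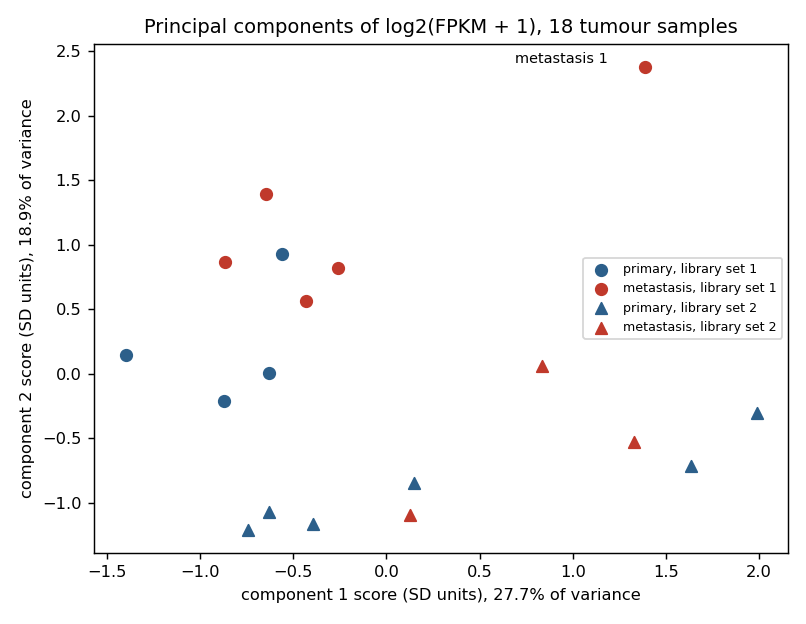
Scores of the 18 samples on component 1 (x axis) and component 2 (y axis), in units of their standard deviation, with primary tumours in blue, metastases in red, circles for library set 1 and triangles for library set 2. The library sets part along component 2 (difference -1.53 SD), and metastasis 1 has the highest score on it (2.38).

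The spread within groups was compared because the metastases came from more than one site. The mean distance of a sample to its group mean was 98.1 in metastases and 87.3 in primary tumours over the log2 values of all genes kept. This difference of 10.8 was within what other splits gave (2-sided exact permutation p 0.319). Without metastasis 1 it was 3.34 (exact permutation p 0.683), and without primary tumour 6 it was 16.9 (exact permutation p 0.0991). Without the metastases of the 2 donors with a sample in each group it was 0.482 (exact permutation p 0.963). With set means removed, it was 7.59 (exact permutation p 0.571).

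For the 2 donors with a sample in each group, the correlation of the primary tumour with the same donor's metastasis, with gene and group means removed, was compared with all 56 ways to assign 2 metastases to these primary tumours. The mean correlation was -0.0931, and 75% of the assignments gave as high a value (1-sided exact p 0.75, with 0.0179 the smallest possible). With the library set removed as well and only same-set assignments, the mean was -0.187 (1-sided exact p 0.733). Only 15 such assignments exist, so the smallest possible p was 0.0667 and this test could not pass the threshold. These correlations are across genes, which are not independent replicates. One of these metastases was metastasis 1, in which HAND2 and ISL1 were at 0 FPKM, so its pair cannot show whether tumours of a donor resemble each other, and the test rests on 1 pair.

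Of 12 tested relations between list scores, 7 had an adjusted permutation p under 0.05, and 0 when the 2 samples farthest in the first score were left out. Proliferation and the MYC and MYCN target score correlated over all 18 samples (r = 0.706, permutation p 0.0012, adjusted 0.0144; rho = 0.556, permutation p 0.0186). The value was r = 0.926 in set 1 and 0.446 in set 2 (exact permutation p 0.00312 and 0.240), so it did not hold within both sets; the difference between sets was not tested. It was 0.570 without the 2 farthest samples over all samples, and within primary tumours it fell from 0.767 to 0.125 and within metastases from 0.758 to 0.0822, so within groups it rested on those samples. Mesenchymal transcription factors and fibroblast scores correlated with r = 0.623 (permutation p 0.0065, adjusted 0.0390; rho = 0.554, permutation p 0.0185). The value was 0.375 in set 1 and 0.878 in set 2 (exact permutation p 0.319 and 0.00417), 0.523 without the 2 farthest samples, 0.734 within primary tumours and 0.532 within metastases.

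Adrenergic and mesenchymal transcription factor scores had r = -0.539 over all samples (permutation p 0.0206, adjusted 0.0462; rho = -0.494, permutation p 0.0381). The value was -0.321 in set 1 and -0.711 in set 2 (exact permutation p 0.400 and 0.0312). It was -0.396 without the 2 farthest samples. Within primary tumours r was -0.694, and 0.144 without primary tumours 6 and 7, so within primary tumours the relation rested on those samples. In set 2 it did not: r was -0.724 without them (exact permutation p 0.00437). Within metastases r was -0.266 (exact permutation p 0.535). The adrenergic transcription factor and T cell scores were not related at the threshold over all samples (r = -0.223, permutation p 0.372; rho = -0.133, permutation p 0.596), within primary tumours (r = -0.246) or within metastases (r = -0.275). In set 1 r was 0.0486 and in set 2 -0.424 (exact permutation p 0.899 and 0.263). Leaving out the 2 farthest samples moved r to -0.403 over all samples (permutation p 0.119), 0.403 within primary tumours and -0.791 within metastases (exact permutation p 0.327 and 0.0667). In set 2 it moved to -0.854 (exact permutation p 0.0780). Among the set 2 samples left, metastasis 7 alone stood apart, with an adrenergic score of 3.16 and a T cell score of 4.37. The others had 4.74 to 5.20 and 0.98 to 2.72, so the value of -0.854 may rest on metastasis 7.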

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

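The tests in this part were chosen only after the results were seen. Samples were set apart where the gap to the nearest sample of the group was large against the whole range of the group. This marked 10 of 78 groups of values, where chance gives about 3.9. Metastasis 1 held 3 of them, metastasis 7 held 2 and metastasis 8 held 1. The gene lists share no genes with each other (0 genes in another list), and 0 list genes stood at rows out of order.

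Metastasis 1 lay far below the other metastases in 3 measures. Its median rank correlation with the other libraries was 0.802, against 0.877 to 0.903 in the other metastases. Its neuronal differentiation score was 0.83, against 4.15 to 6.22. HAND2 was 0 in log2(FPKM + 1), against 6.04 to 8.76. Lower depth was argued against by metastasis 5, of nearly equal relative depth, which was at 0 in 2 rows with a median over 20 FPKM, while metastasis 1 was at 0 in 62. The row order did not touch it, since it belongs to set 1 and 0 list genes stood at moved rows. A mix with more than 5% tumour of the kind in the other metastases was argued against by HAND2 and ISL1, both at 0% of their medians of 160 and 29.7 FPKM. Kidney tissue in place of tumour may explain it, from lists of kidney and other tissues written after this sample had been seen to stand apart. Of 12 distal nephron genes, 11 were highest in metastasis 1 (91.7%, with 5.56% expected by chance), as were 8 of 9 proximal tubule genes. The most abundant were ATP6V1B1, at 69.2 FPKM against at most 2.63 elsewhere, and FBP1, at 52.2 against at most 46.6. Of 29 genes from lists of liver, lung, thyroid and intestine, 8 were highest there too. This share of 27.6% was above a limit of 25% set beforehand. The comparison of the lists by a Fisher's exact test (p = 2.99e-04) replaced that limit after it was exceeded, and genes are not independent replicates. Lymph node or muscle tissue in place of tumour was argued against by the T cell, B cell, lymph node stroma and skeletal muscle scores, of which 0 of 4 lay above the primary mean in metastasis 1 (0.68, 0.31, 1.71 and 0.22, against means of 1.78, 0.59, 2.18 and 0.47). A mislabelled or exchanged sample stays open and was not tested, and other tissues of the chest wall were not tested either.

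Metastasis 7 had the highest B cell score of the metastases, 5.00 against at most 1.07 in the others, and the highest Schwann cell score, 5.54 against at most 2.42. The row order does not bear on it (0 B cell genes at moved rows). Lymphoid tissue in the sample is a candidate explanation for the B cell score: 2 of 2 further scores (T cell and lymph node stroma) were the highest of the 18 samples in metastasis 7. All 12 B cell genes, all 15 T cell genes and 7 of 10 lymph node stroma genes were highest there. CD79A was at 116 FPKM (at most 5.96 elsewhere), MS4A1 at 109 (at most 2.79) and CCL21 at 934 (at most 214). Since the labels name lymph nodes among the sites, a site within a lymph node stays open. No explanation was tested for the Schwann cell score, in which 0 of 12 genes were highest in metastasis 7.

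Metastasis 8 had an adrenal cortex score of 2.25, against 0.56 to 0.84 in the other metastases. Reads from a few shared or misassigned genes were argued against by the share of the 14 list genes that were highest there (71.4%), and the row order by 0 list genes at moved rows. RNA from adrenal cortex cells may be the source, but this was not tested independently: the 10 of 14 genes highest in metastasis 8 belong to the list that set the sample apart. HSD3B2 was at 36.3 FPKM (at most 0.204 elsewhere) and CYP11B1 at 12.4 (at most 0.0372 elsewhere). A label swapped with a primary tumour also stays open and cannot be told apart from this: the highest score of a primary tumour was 0.878, which leaves open a tumour with more adrenal tissue than these 10.

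The other 4 values belong to primary tumours. Primary tumour 1 had a B cell score of 1.54 (at most 0.77 in the others) and MYCN at 8.75 in log2(FPKM + 1) (at most 5.05). Primary tumour 5 had a hypoxia score of 3.74 (at most 3.23 in the others) and RBP4 at 1.75 in log2(FPKM + 1) (at most 0.71). The row order does not bear on these, with 0 list genes and 0 named genes at moved rows. No other technical explanation and no biological explanation was tested for these 4 values.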

How the results depend on the processing

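Alternatives that use the library sets or the reordered rows were chosen after seeing the data. Of 197 values of the 8 results that answer a comparison, 186 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the reported count. Of the rest, 8 were larger counts or newly passed, 3 were smaller counts, and 0 reversed. Of 1253 values of 49 other results, 1182 kept both, 8 newly passed, 15 no longer passed and 48 reversed. Some of these agreements were fixed in advance. Reordering the rows alone leaves the list scores and the fold changes of the named genes unchanged. The fry alternative reuses the list differences, so their direction could not change. The counts therefore overstate how far the results were tested. The cause was not tested for any change below unless it is stated.

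The count of genes with an adjusted p under 0.05 was 0 (1303 at an unadjusted p under 0.05). It became 14 with sample weights, and 1 without the metastases of the 2 donors with a sample in each group. It ranged from 0 to 1 across the 18 fits that each left out one sample: GFRA3 without metastasis 7 and LRRTM4 without primary tumour 2. The count at an unadjusted p under 0.05 was 2840 with sample weights and 712 in library set 2 alone, which has fewer samples, and 950 to 1922 when one sample was left out. Sample weights were lowest for metastasis 1 (0.379). With reordered rows, 14108 genes entered the test, 0 passed and 1343 had an unadjusted p under 0.05 (454 higher and 889 lower). The spread within groups then differed by 11.6 (exact permutation p 0.301), and the mean correlation of the donor pairs was -0.157 (1-sided exact p 0.857).

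The count of lists past the threshold was 0 (2 lists at an unadjusted p under 0.05), and 0 to 1 when one sample was left out (hypoxia without metastasis 3). The adrenergic minus mesenchymal score differed by -1.42 to -0.62 across these fits, and it passed the threshold without primary tumour 6 (-1.42, exact permutation p 0.04998), the lowest p of these fits, whose highest was 0.429. Across the 11 other alternatives the difference ran from -1.86 to -0.304 and did not pass the threshold. The reordered rows, counted among these alternatives, leave this score unchanged. The count of components past the threshold was 0 (component 2 had an unadjusted exact permutation p of 0.0295), and 0 to 1 when one sample was left out (component 2 without metastasis 8). Of 12 relations, 7 passed as reported, 2 with a pseudocount of 0.1 and 0 without the 2 farthest samples, where fewer samples were tested.

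In library set 2 alone the difference was 0.24 for adrenergic transcription factors, 0.55 for proliferation, 0.27 for T cell, 0.096 for myeloid, -0.60 for red blood cell, 0.092 for antigen presentation and 1.08 for ISL1. In library set 1 alone it was -0.13 for MYC and MYCN targets, -0.40 for B cell, -0.055 for fibroblast, 0.20 for antigen presentation and -0.85 for MYCN. There r of the adrenergic and T cell scores was 0.0486. Without the metastases of the 2 donors it was 0.16 for adrenergic transcription factors, -0.24 for B cell, -0.0067 for lymph node stroma, -0.26 for principal component 1 and 0.25 for ISL1. With the median over the list it was -0.095 for MYC and MYCN targets and 0.0010 for antigen presentation. Antigen presentation was 0.0094 with upper quartile scaling and 0.15 with library set as a covariate. The difference on principal component 4 was -0.0273 with a pseudocount of 0.1, -0.0274 with upper quartile scaling, -0.0924 with TPM scaling, -0.28 without the primary tumours of the 2 donors and -0.12 with reordered rows. Without the 2 farthest samples, r within primary tumours was 0.144 for the adrenergic and mesenchymal scores and 0.403 for the adrenergic and T cell scores. GATA3 was -0.61 with sample weights, and -0.056 with reordered rows, library set as a covariate and metastasis 1 left out.

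When one sample was left out, the ranges that crossed 0 were -0.24 to 0.46 for B cell, -0.073 to 0.62 for lymph node stroma, -0.29 to 0.12 for antigen presentation, -0.062 to 0.55 for component 3, -0.40 to 0.33 for component 4, -0.22 to 0.47 for GATA3 and -0.98 to 0.020 for ISL1. Read totals are unknown, so the precision of low values could not be computed. On simulated data the gene-wise fit recovered 18% of genes changed by 1 log2 unit, which limits what its count of 0 can exclude.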

Other observations

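Except for the splits under sample weights, the tests in this part were chosen only after the results were seen. Other splits of the 18 samples into 10 and 8 were drawn, 100 with the real one included. Of these, 12 gave at least the 1303 genes at an unadjusted p under 0.05, with a median of 444 over the other splits. For the count of 0 genes at an adjusted p under 0.05 the splits decide nothing, since all 100 reach 0 by construction. With sample weights, 7 of 100 gave at least 14 genes at an adjusted p under 0.05. Within library sets and after reordering, 10 of 100 gave at least 1316 genes at an unadjusted p under 0.05. The counts of 1303, 14 and 1316 genes therefore did not set the real split apart from other splits of the same samples.

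The rows that differed between the library sets may come from set 2 values pasted in another row order. After these values were reordered, the mean absolute difference between the sets at those rows was 0.484 units of log2(FPKM + 0.05), against 0.546 at all other rows. In 20 random splits that mix the sets it was at most 0.781, but these used the rows as deposited. That value includes the misplaced rows of set 2, so it is not a like reference for 0.484. The opposite, set 1 in the wrong order, was argued against by transcript length. The value that 1 read is worth should fall with length, and its Spearman correlation with length was -0.278 in set 1 and -0.0261 in set 2 as deposited, and -0.328 in set 2 after reordering. These correlations are across genes, which are not independent replicates, and 87.4% of the rows had a length.

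After reordering, 1459 genes still had an adjusted p under 0.05 between the library sets (1284 higher and 175 lower in set 2), against 1856 as deposited, so the row order could not be the whole source of the difference. Of 100 splits of the libraries into 9 and 9, 1, the real one, gave as many, and the highest count of another split was 516. The labels name no batches. The share of low-gene ratios in the fullest window was 7.52% to 16.3% within sets and 1.03% to 2.26% across them. The value that 1 read is worth depends on length and depth. These shares therefore argue against the tumours alone as the source of the step difference. Whether the 1459 genes differ through library preparation, annotation or the tumours in the sets was not tested.

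Adrenergic transcription factor and Schwann cell scores were related over all 18 samples (r = -0.524, permutation p 0.0234; rho = -0.209, permutation p 0.403). This relation was added after the scores were seen and is not among the 12 adjusted ones. In set 1 r was 0.186 and in set 2 -0.945 (exact permutation p 0.550 and 0.00281), so a difference between library sets was not its whole source. Without primary tumours 6 and 7, r over the remaining samples was -0.0738 (permutation p 0.781), so the pooled relation rests on those samples. In set 2, r was still -0.809 without them (exact permutation p 0.0958), and rho with them was -0.617 (exact permutation p 0.0857). Among the 7 samples left, metastasis 7 alone stood apart, with an adrenergic score of 3.16 and a Schwann cell score of 5.54. The others had 4.74 to 5.20 and 1.11 to 3.36, so the value of -0.809 may rest on metastasis 7. The Schwann cell scores of primary tumours 6 and 7 were 7.30 and 7.41, with S100B at 1231 and 1173 FPKM against a median of 4.60 in the others. Whether a few samples account for the relation within set 2 cannot be told apart from a wider relation, since 7 samples remain there. No biological explanation was tested.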
